A study of Mus musculus with 8 samples. Its data were reported in "The Perlman syndrome DIS3L2 exoribonuclease safeguards endoplasmic reticulum-targeted mRNA translation and calcium ion homeostasis" (2020).

How the data were processed

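The series holds 8 ribosome profiling libraries of mouse embryonic stem cells grown undifferentiated in LIF and serum, 2 each of input and RPF from Dis3l2 knockout (-/-, made with CRISPR/Cas9) and heterozygous control cells (+/-), prepared with the TruSeq Ribo Profile kit after cycloheximide treatment and rRNA depletion. According to its methods, the study made 2 biological replicates. Per the study's methods, the authors trimmed adapters, filtered on quality, removed reads of rRNA and tRNA, aligned the rest to canonical known gene models of mm10 with Bowtie at a maximum of 1 mismatch, and took RPFs over the coding sequence. The version of Bowtie was not given in the sources used here.

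The signal values deposited by the authors are named RPKM but were read counts divided by 1 factor per library and not by gene length: each value was a whole multiple of a step shared by all genes of its library, within 0.02 read. That step gave back the whole reads of each gene. A single read was worth 0.244, 0.250, 0.234 and 0.0630 normalised units in the input libraries and 3.94, 1.94, 8.22 and 15.6 in the RPF libraries (control 1 and 2, then knockout 1 and 2), which limits the precision of RPF values most in knockout RPF replicate 2. Reads are PCR copies without molecular identifiers, so depth speaks for counting error only. Each of the 8125 listed genes had at least 1 read in each library. The log2 fold change that the authors deposited is their change of TE between genotypes, for which a legend of the study names DESeq2, and its exact model was not given in the sources used here. The study describes its changes of TE as knockout compared with control, and the header of the column itself states no direction. It was compared with the library columns and entered no test of genes. Gene identifiers were matched to GENCODE M21 (GRCm38) for 8125 of 8125 genes, and 14 symbols that had been stored as dates were replaced.

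Input and RPF were compared between genotypes with limma 3.58.1 (lmFit, then eBayes with a mean trend, two-sided) in R 4.3.3 on log2 of the normalised value plus 10, in the 4 libraries of each kind. TE was the interaction of genotype and library kind over the 8 libraries. Genes needed a mean of at least 10 in input and of at least 50 in RPF, each where used, and 1885 of the listed genes were not tested for TE. P-values were adjusted by Benjamini-Hochberg within each comparison, with a threshold of 0.05. The 2-fold counts used group means without a pseudocount or test. The labels state no batch and no pairing of libraries, so a batch or a difference between cell clones cannot be told apart from genotype. An exact test of 2 against 2 libraries cannot pass 0.05.

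Gene lists (28, including the combined ER-targeted and mitochondrial lists) were tested with camera in limma at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 27 lists of at least 3 tested genes in input and the 25 in RPF and in TE. Camera with an estimated correlation and fry were the alternatives. Lists among 2-fold genes were tested with two-sided Fisher's exact tests in R. The lists, tests, filters, named-gene rule and alternatives were set before the data were examined, with exceptions. The first 6 genes of a supplementary table of the same data had been seen, so that the pseudocount and filters were set with the scale in view. The adjusted rather than the unadjusted p of the lists was chosen after the results were seen, as were some tests of explanations that are named below. Named genes were, per comparison and direction, up to 10 with the largest change among those that passed with both knockout values beyond both control values, and where fewer than 10 passed in a direction, also the 5 of smallest p among those that did not pass. To these were added up to 4 members of each list and 5 genes named in advance (Hspa5, Sec61a1, Atp2a2, Pou5f1 and Nanog). Urod, Hectd3, Plk3, Kif2c and Btbd19 were named after their values were seen. Some genes that meet the rule are not reported here.

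Alternatives were pseudocounts of 1 and 30, no filter, a stricter filter (means of 100 in input and 200 in RPF), equalised library medians, edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 on the whole reads, the replicate number as a block, reads thinned to the shallowest library of their kind, and each library left out. Each tool was tested on simulated data, in which reads were drawn from the means, library sizes and dispersions of these libraries with 200 genes changed. In 6040 unchanged genes of the simulated TE comparison limma made 0 false calls, edgeR 4 and DESeq2 33. edgeR recovered 32.8% and DESeq2 40.3% of 2-fold changes of TE. In simulated RPF libraries limma recovered 17.9% of 2-fold changes, and in simulated input libraries 92.5% of 1.5-fold changes. A shift of the ER-targeted list by 0.1 on the log2 scale gave a camera p under 0.05 in 8 of 15 simulated data sets, and a shift of 0.2 in 15 of 15, with no correlation drawn between genes. The simulated dispersions were fitted by gene abundance only and may be too low, so recovery in the real libraries may be lower for genes and lists. Draws without change and matched draws were made in R, and reads were recovered in Python 3.11.15 with numpy 2.4.6. Dis3l2 was not analysed here.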

Results

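Ribosome profiling compared undifferentiated mouse embryonic stem cells that lack Dis3l2, an exoribonuclease of structured non-coding RNA (knockout), with heterozygous cells (control). Each genotype had 2 input libraries of mRNA and 2 libraries of ribosome-protected fragments (RPFs), the pieces of mRNA that a ribosome shields from nuclease, which made 8 libraries in 4 groups. Translation efficiency (TE) was the RPF value of a gene over its input value. The table analysed gave normalised values for 8125 genes. The reads behind them numbered 8585206 and 8382211 in the control input libraries and 9043982 and 33609787 in the knockout input libraries. The RPF libraries were much shallower, with 558962 and 1126782 reads in control and 268255 and 140163 in knockout. A gene had a median of 28 and 55 reads in the control RPF libraries and of 14 and 7 in the knockout RPF libraries, and 59.1% of genes had fewer than 10 reads in knockout RPF replicate 2. Across genes, which are not independent replicates, Pearson's r of log2 values was at least 0.992 between any pair of input libraries, 0.955 between the control RPF libraries and 0.841 between the knockout RPF libraries. Between a knockout and a control RPF library r ranged from 0.863 to 0.896.

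**Figure D1:**
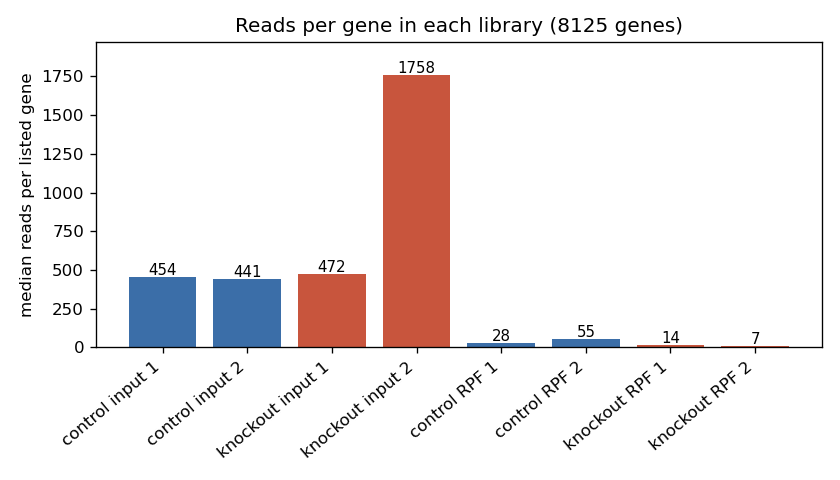
Median number of reads per listed gene (vertical axis) in each of the 8 libraries, with 1 bar per library in blue for control and red for knockout. Medians lie between 441 and 1758 in the input libraries and between 7 and 55 in the RPF libraries.

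Dis3l2 itself was not analysed here, so the genotype names of the libraries were not checked against the disrupted gene. Changes are given as knockout over control, by the names of the library columns. This direction is opposite to that of the fold change in the authors' deposited table. In the authors' deposited table the log2 fold change of TE correlated with the ratio from the library columns at r = -0.975 and Spearman's rho = -0.97 across 8125 genes. The 521 genes called Down in the authors' deposited table had a higher TE in the knockout columns, and the 464 called UP had a lower one, so that the sign was opposite for 985 of 985 called genes. The study describes its changes of TE as knockout compared with control, and it also reported less secreted protein and secreted luciferase in knockout cells, measurements that were not analysed here. Whether the fold change or the column names carry the intended direction was not settled by these values, and each signed value below would turn with the column names.

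**Figure D2:**
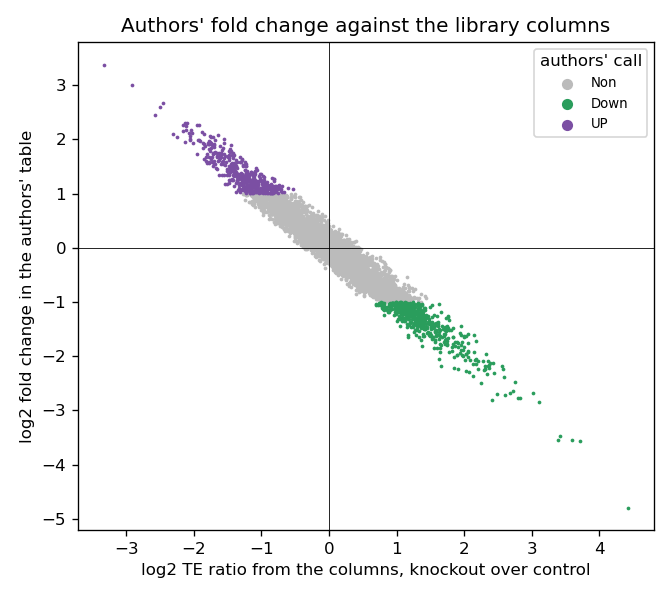
Log2 fold change in the authors' deposited table (vertical axis) against the log2 ratio of TE, knockout over control, from the library columns (horizontal axis), 1 point per gene, coloured by the call in that table. The 521 Down genes lie to the right of 0 and the 464 UP genes to the left.

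The input libraries addressed whether loss of Dis3l2 altered mRNA abundance. Of 7946 genes tested, 27 differed between genotypes, 19 higher and 8 lower in knockout (limma, threshold 0.05). Grb10, an imprinted adaptor of growth factor receptors on chromosome 11 (11930508 to 12038683, GRCm38), rose from 39.98 ± 3.50 to 219 ± 4.15 normalised units (mean ± SD, n = 2), a log2 change of 2.20 (adjusted p = 2.2e-07). Stra8, a gene of meiotic entry on chromosome 6 (34920163 to 34939344), rose from 99.7 ± 2.25 to 191 ± 6.33, a log2 change of 0.87 (adjusted p = 5.3e-04). The basement membrane collagens Col4a1 and Col4a2 rose by 0.67 and 0.70 on the log2 scale, the endocytic receptor gene Cubn by 0.74, the imprinted Peg10 by 0.71 and the autophagy receptor gene Calcoco2 by 0.63. Genes that fell were Miip (-0.71), the 2-cell-stage gene Zscan4d (-0.63), the neural transcription factor gene Sox11 (-0.59), the histone variant gene H2afx (-0.54), Prkdc (-0.53), which encodes the catalytic subunit of DNA-dependent protein kinase, Trh (-0.48), Gon4l (-0.43) and Fbxo15 (-0.34). Cdh3, Elob, Enpp3, Irf2bp1 and Phlda2 had the smallest p-values among lower genes that did not pass, with log2 changes between -0.49 and -0.39. Both knockout values lay beyond both control values for 44.0% of tested genes, where chance gives 33.3% if the 4 libraries vary alike. Genes are not independent, so the excess is no test of genotype. Pou5f1 and Nanog, which keep the pluripotent state, had log2 changes of -0.03 and -0.04 and did not pass, nor did Hspa5 (0.10), Sec61a1 (0.00) or Atp2a2 (0.03). The number of genes passing was 14 with a stricter filter on low values and 45 with DESeq2, whose own filter on low counts gave Calcoco2, Cubn, Miip and Sox11 no adjusted p. It was 72 or 599 without control input replicate 1 or 2, and 61 or 43 without knockout input replicate 1 or 2, with the lone library assumed to vary like the others.

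Of the 19 genes that rose in input, 7 lay side by side on chromosome 4 between 116989965 and 117497052 (GRCm38), a stretch singled out after its values were seen. Among them were Urod, Hectd3, Eif2b3, Plk3, Kif2c and Rnf220, with log2 changes between 0.52 and 0.72. Eif2b3, a subunit of the exchange factor of eIF2, went from 291 ± 20.1 to 485 ± 9.12 normalised units (n = 2, adjusted p = 0.00145). Btbd19, which lies among them, had a log2 change of 0.34 and did not pass (adjusted p = 0.278). The 9 tested genes of the stretch had a median log2 change of 0.56 in input, 0.49 in RPF (8 genes tested) and -0.03 in TE (8 genes tested), and in input both knockout values lay above both control values for 9 of 9. The 20 tested genes on each side had a median change of -0.04. Plk3 did not pass when reads were thinned to the shallowest library (adjusted p = 0.058).

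**Figure D3:**
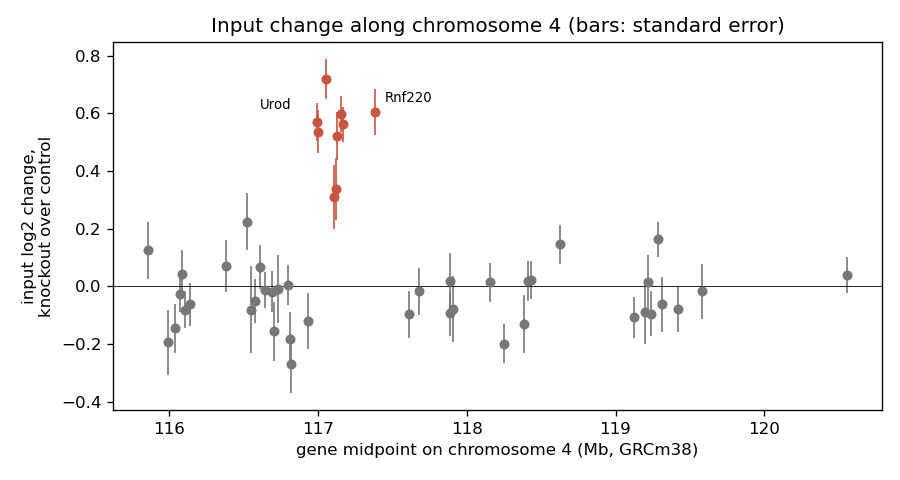
Input log2 change, knockout over control (vertical axis), of tested genes along chromosome 4 (horizontal axis, gene midpoint in Mb, GRCm38), with standard errors as bars. The 9 genes of the stretch (red) lie between 0.31 and 0.72, and the 20 tested genes on each side (grey) between -0.27 and 0.23.

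Among the gene lists, primitive endoderm genes were higher in input, with 3 of 9 risen (Col4a1, Col4a2 and Cubn), 6 adjusted over the list alone, and a median log2 change of 0.20 (camera adjusted p = 1.1e-06). Its adjusted p was 0.66 with an estimated correlation. Lama1, another basement membrane member, had a log2 change of 0.37 and did not pass (adjusted p = 0.0568). Of 11 imprinted genes, 3 rose (Grb10, Peg10 and Impact) and 0 fell over all genes, and 3 rose and 1 fell adjusted over the list alone (camera adjusted p = 0.0545). Of 33 pluripotency genes, 1 fell (Fbxo15) and 5 fell adjusted over the list alone, Tcl1 among them (-0.36, adjusted p over all genes = 0.105), at a camera adjusted p of 0.0757. The combined list of ER-targeted genes had 4 risen and 0 fallen of 327 (5 and 1 adjusted over the list alone), the risen ones being Col4a1, Col4a2, Tfpi and Epha4, while its median was -0.04 and its camera adjusted p for lower values 0.0279, or 0.66 with an estimated correlation. Within it, plasma membrane receptors and adhesion proteins (88 genes) and solute carriers of the secretory route (97 genes) had medians of -0.06 and -0.03, each with a camera adjusted p of 0.044, or 0.698 and 0.66 with an estimated correlation. Of 62 translation factors 1 rose (Eif2b3, of the chromosome 4 stretch), and of 82 cytosolic ribosomal proteins 1 rose. Of 5 fibroblast feeder markers none passed over all genes, and Cald1 (0.41, adjusted p = 0.142) passed over the list alone, with a list median of -0.09 and mean of 0.01. Of 3 trophoblast markers 1 rose (Peg10), and of the two-cell-like list Zscan4d alone was listed. Of 68 histone genes 1 fell (H2afx). Of 66 secreted and extracellular matrix genes 3 rose (Col4a1, Col4a2 and Tfpi), and of the plasma membrane receptors and adhesion proteins 1 (Epha4). The other lists had 0 genes passing in input with limma or edgeR, and DESeq2 called 1 of 37 genes of mitochondrial import and dynamics; of 211 mitochondrial genes 25 had an unadjusted limma p under 0.05. Impact and Epha4 did not pass with a stricter filter, equalised medians or thinned reads, Impact did not pass with edgeR, nor Epha4 without knockout input replicate 2 (adjusted p = 0.126). Fbxo15 did not pass with a stricter filter, with equalised medians or without knockout input replicate 1 or 2 (0.120 and 0.129), nor did Gon4l with a stricter filter, with thinned reads or without knockout input replicate 1 (0.108).

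The RPF libraries addressed which mRNAs differed in ribosome occupancy. Of 6260 genes tested, 39 differed, 21 higher and 18 lower in knockout (limma). Grb10 rose here too, by 2.65 on the log2 scale, from 60.4 ± 29.7 to 418 ± 107 normalised units (n = 2, adjusted p = 0.00333), and it was the 1 gene that passed in both input and RPF. Hist1h4b, a replication-dependent H4 gene on chromosome 13 (23757013 to 23757409), fell from 4299 ± 1450 to 448 ± 158 (n = 2), a log2 change of -3.23 (adjusted p = 2.5e-05). Ost4, a small subunit of oligosaccharyltransferase on chromosome 5 (30905885 to 30907788), fell from 812 ± 85.2 to 158 ± 84.2 (n = 2), a log2 change of -2.38 (adjusted p = 0.00269). Other genes that fell were Gar1 (-1.72), Rps20 (-1.59), the myosin light chain gene Myl6 (-1.55), the tubulin-binding stathmin gene Stmn1 (-1.54), Rpl24 (-1.53), the exosome subunit gene Exosc2 (-1.48), Uqcrh (-1.46) and Hnrnpa3 (-1.27). Genes that rose were Pdcd5 (1.95), Mob2 (1.71), Hist1h3h (1.52), Hist1h2bj (1.51), Hist1h2ab (1.46), Hist1h2bk (1.45), Rps27 (1.45), Rpl3 (1.34) and Rpl22 (1.23). Pou5f1, Nanog, Hspa5, Sec61a1 and Atp2a2 did not pass, and the change of Atp2a2, the calcium pump of the ER, was -0.42 (adjusted p = 0.417). Both knockout values lay beyond both control values for 42.4% of genes, where chance gives 33.3% if the 4 libraries vary alike. The knockout RPF libraries were shallower and correlated less with each other, which can raise that share without a genotype effect. The number passing was 90 with edgeR, 84 with a stricter filter, 19 with reads thinned to the shallowest library, and 60, 873 or 759 without control RPF replicate 2, knockout RPF replicate 1 or knockout RPF replicate 2. DESeq2 did not call Grb10, Gar1 or Mob2 in RPF, as its own filter on low counts gave them no adjusted p (unadjusted p = 5.8e-08, 1.4e-04 and 1.1e-04). Thinned reads ended the call of Grb10 (adjusted p = 0.134), Pdcd5, Hist1h2bk and Rpl22, and also of Gar1, Mob2 and Hist1h3h, which were lost in addition without control RPF replicate 1 or 2 (Gar1, 0.109 and 0.213), without control RPF replicate 1 (Mob2, 0.255), or with DESeq2 or equalised medians (Hist1h3h, 0.33 and 0.0829).

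**Figure D4:**
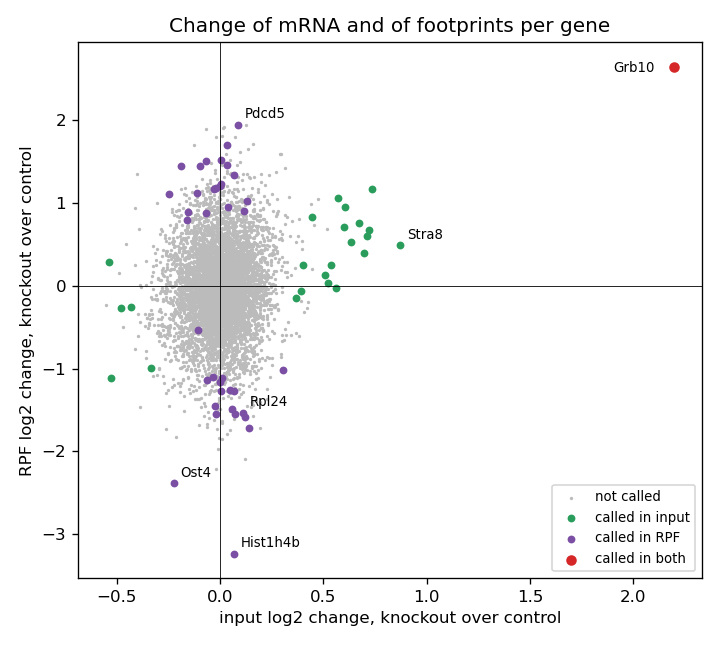
Log2 change of RPF (vertical axis) against log2 change of input (horizontal axis), knockout over control, 1 point per gene, coloured by whether limma called it in input, in RPF or in both. Input changes have an SD of 0.13 and RPF changes of 0.52, and Grb10 is the 1 gene called in both.

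Histone genes held 10 of the 39 RPF calls, with 8 of 68 risen and 2 fallen (20 and 5 adjusted over the list alone), among them Hist1h2bb (1.21). Their median change was 0.29 (camera adjusted p = 3.3e-06), and the adjusted p was 0.687 with an estimated correlation. Of the 82 cytosolic ribosomal proteins in the list, 6 rose and 2 fell (17 and 9 adjusted over the list alone), with a camera adjusted p of 0.125. The list is not complete. Rps27, Rpl3, Rpl22, Rps3a1, Rps24, Rpl23a and Rpl36 each rose, and not all of them were in it. Many histone and ribosomal protein genes have near-identical copies or pseudogenes that can share reads, and histone coding sequences are short. Of 57 translation factors 2 fell, Eif4h (-1.16) and Eif2s2 (-1.02), and of 76 nuclear-encoded oxidative phosphorylation genes Uqcrfs1 rose (1.16) and Uqcrh fell. Calm3, a calmodulin gene, was the 1 member of 26 calcium handling genes that rose (1.02, adjusted p = 0.043), Ost4 the 1 of 10 oligosaccharyltransferase genes that fell, and Exosc2 the 1 of 29 genes of the DIS3L2 pathway and RNA exosome that fell. Of 247 ER-targeted genes limma called 0 (22 at an unadjusted p under 0.05), edgeR 1 and DESeq2 0, which gave 198 of them no adjusted p, with 125 positive and 122 negative changes and a median of 0.00 (camera adjusted p = 0.905). Of 196 mitochondrial genes 1 rose and 1 fell, with a median of 0.07 (camera adjusted p = 0.356). Uqcrfs1, Calm3, Eif2s2 and Eif4h did not pass with thinned reads or without control RPF replicate 1 (adjusted p = 0.109, 0.338, 0.345 and 0.0784), nor Uqcrfs1 and Calm3 with equalised medians.

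TE was compared between genotypes to ask whether translation changed beyond mRNA abundance, with attention to ER-targeted and mitochondrial mRNAs. Of 6240 genes tested, 0 passed with limma and 814 had an unadjusted p under 0.05, while edgeR called 69 (35 higher, 34 lower) and DESeq2 called 199 (112 higher, 87 lower). With a stricter filter on low values limma called 40, of which 13 were higher and 27 lower in knockout. In the 10 genes with the smallest p-values in either direction, both knockout values of TE lay beyond both control values, which their choice by p makes likely. The same held for 41.8% of all tested genes. Chance gives 33.3% only if the libraries vary alike, which the knockout and control RPF libraries did not. TE of Hist1h4b was 5.98 ± 2.21 in control and 0.584 ± 0.166 in knockout (n = 2), a log2 change of -3.30, and that of Stmn1 was 4.85 ± 0.0514 and 1.69 ± 0.380 (n = 2), a log2 change of -1.53. Rps20 (-1.71), Uqcrh (-1.43) and Rpl3 (1.27) shared with these 2 a limma adjusted p of 0.082. Rpl22 (1.22), the splicing regulator gene Tra2a (1.201), Rps27 (1.55) and Rpl37 (0.76) had an adjusted p of 0.111 to 0.121, and the genes named here passed with edgeR and DESeq2. Pou5f1 (-0.22), Nanog (-0.20), Hspa5 (0.07), Sec61a1 (0.18) and Atp2a2 (-0.44) did not pass. In simulated libraries of this depth limma recovered 11.9% of genes with a 2-fold change of TE and 50% of those with a 4-fold change, so that smaller changes of single genes were mostly not detectable. The simulated spread was fitted by gene abundance only and may be too low, so real recovery may be lower still. The limma count was 1345 without knockout RPF replicate 1 and 1113 without knockout RPF replicate 2, with the lone knockout RPF library assumed to vary like the others.

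The list of ER-targeted genes, which holds secreted and extracellular matrix proteins, plasma membrane receptors, solute carriers and TMEM proteins, had no TE change that passed with limma. It was written for this work and holds 333 of the 8125 listed genes. The study used gene ontology and predicted signal peptides or transmembrane segments instead, so its claim was not retested on the same genes, here or below. The other genes here still held ER-targeted ones, such as those of the ER translocon. Of 247 tested, limma called 0 over all genes and 0 adjusted over the list alone (21 at an unadjusted p under 0.05), edgeR called 1 (Tdgf1) and DESeq2 called 6, 136 had a positive and 111 a negative change, and the median was 0.05 (camera adjusted p = 0.464, or 0.712 with an estimated correlation). The median log2 TE of the list lay above that of other genes by 0.24 ± 0.07 in control and 0.30 ± 0.05 in knockout (SD, n = 2), and an exact test of 2 against 2 cannot go below 0.333. Mitochondrial genes (196) had a median change of 0.12, with 114 positive and 82 negative, 0 passing with limma over all genes (32 at an unadjusted p under 0.05), 2 with edgeR and 10 with DESeq2, and 1 fallen adjusted over the list alone with limma, at an unadjusted camera p of 0.0458 and an adjusted p of 0.229. The signal recognition particle and receptor (6 genes, median -0.16), the ER translocon (15, 0.18), oligosaccharyltransferase (10, 0.14), ER chaperones and unfolded protein response (22, -0.17), ATF4 targets (15, 0.00) and calcium handling (26, -0.01) had camera adjusted p-values of 0.45 to 0.987. The mean change had the opposite sign to the median for primitive endoderm genes (mean -0.04, median 0.08, 9 genes, camera adjusted p = 0.911), ATF4 targets (mean -0.01) and mitochondrial ribosomal proteins (mean 0.01). The direction given by camera was opposite to the median for primitive endoderm genes, mitochondrial ribosomal proteins and calcium handling. Camera compares a list with the other genes, whose median was -0.02. Relative to these, the medians of mitochondrial ribosomal proteins and calcium handling were 0.002 and 0.007, of the sign that camera gave. Single members named from the lists were Ost4 (-2.16, limma 0.154, edgeR 8.2e-04), Tdgf1 (-0.78, limma 0.121, edgeR 0.0185), Calm3 (0.89, limma 0.134, edgeR 0.0193), Manf (-0.96, limma 0.159) and Timm23 (0.95, limma 0.192). None of them passed with limma, and Manf and Timm23 did not pass with edgeR either. Secreted and extracellular matrix proteins had a median of 0.05, plasma membrane receptors and adhesion proteins -0.04, solute carriers 0.11 and TMEM proteins 0.22, with a camera adjusted p of 0.111 for the last. Mitochondrial import and dynamics had a median of 0.18 (camera adjusted p = 0.112), oxidative phosphorylation 0.15 and mitochondrial ribosomal proteins -0.02. Mitochondrial carriers had a median of 0.27 but a mean of 0.04, with 8 positive and 7 negative changes (camera adjusted p = 0.76). Taken per library pair and relative to other genes, the list median differed between knockout and control by 0.21 for calcium handling, by 0.08 for the DIS3L2 pathway and RNA exosome, by -0.11 for mitochondrial carriers and by -0.04 for primitive endoderm genes. Each was opposite in sign to the median change of the list, which for calcium handling was positive once taken relative to other genes. The difference per library pair was -0.44 for the signal recognition particle and receptor, 0.37 for oligosaccharyltransferase and 0.16 for ATF4 targets, further from 0 than their median changes. The same held for further lists, among them secreted and extracellular matrix proteins (0.14), translation factors (-0.14) and imprinted genes (-0.22). For others it was nearer 0, such as ER chaperones and unfolded protein response (-0.02). Histone genes alone among the 25 lists passed, with a median of 0.38 (camera adjusted p = 1.4e-04), 0 of 68 genes passing over all genes with limma, 12 with edgeR and 16 with DESeq2, and 15 risen and 2 fallen adjusted over the list alone. Their adjusted p was 0.712 with an estimated correlation and 0.255 without knockout RPF replicate 2. Cytosolic ribosomal proteins passed with a stricter filter (camera adjusted p = 0.0167) and without control input replicate 2 (0.00283), knockout input replicate 1 (0.00145) or control RPF replicate 2 (0.00631), and TMEM proteins passed without knockout RPF replicate 1 (0.0198). With an estimated correlation, all libraries and the filter as set, the adjusted p was 0.712 for each of these 2 lists. Cytosolic ribosomal proteins had a median of 0.12 (camera adjusted p = 0.0831), translation factors -0.09, nuclear zinc-finger proteins 0.05, the DIS3L2 pathway and RNA exosome -0.04, pluripotency genes -0.06, primed and early lineage genes -0.01 and imprinted genes -0.16, Peg3 among them at -1.25 (limma 0.223), none of which passed with all libraries and the filter as set.

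**Figure D5:**
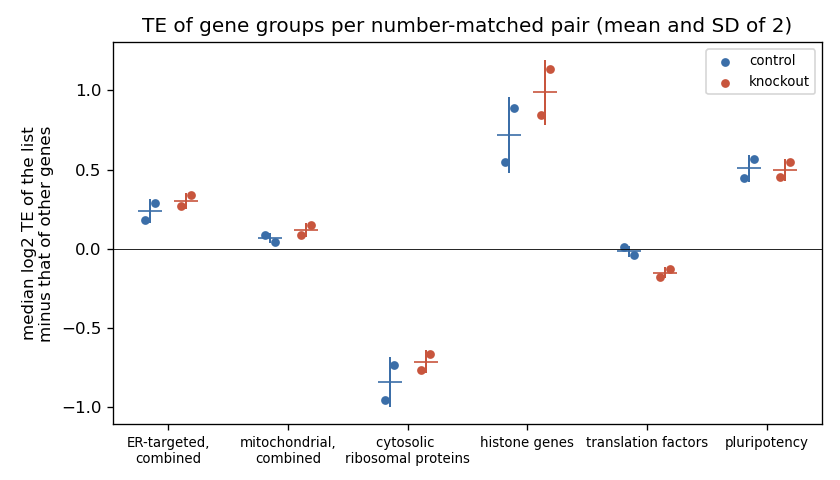
Median log2 TE of 6 gene lists minus that of other tested genes (vertical axis) in each RPF and input pair of the same number, control in blue and knockout in red, with the mean and SD of 2 pairs. For ER-targeted genes the control pairs lie at 0.18 and 0.29 and the knockout pairs at 0.27 and 0.34.

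At the 2-fold threshold of the study, with no test, 503 of the 6240 genes differed in TE, 257 higher and 246 lower in knockout. ER-targeted genes made up 15 of the higher (6.07% of 247, against 4.04% of other genes, Fisher's exact p = 0.138) and 7 of the lower (2.83% against 3.99%, Fisher's exact p = 0.502). Of 196 mitochondrial genes 7 were higher and 6 lower (Fisher's exact p = 0.855 and 0.708). Histone genes had 9 of 68 higher, or 13.2% against 4.02% (Fisher's exact p = 0.00174, adjusted over 50 tests 0.0868), and 2 lower. Over the 8125 listed genes 1014 differed by 2-fold, 564 higher and 450 lower. Of 333 ER-targeted genes, 10 were lower (3.003% against 5.65%, Fisher's exact p = 0.037, adjusted 0.618) and 31 were higher (9.31% against 6.84%, Fisher's exact p = 0.0973, adjusted 0.641). With the column names exchanged, the higher genes would be the lower ones. The count was 66 with a stricter filter, 854 with thinned reads, and 791, 995 or 905 without control RPF replicate 2, knockout RPF replicate 1 or knockout RPF replicate 2. In the authors' deposited table the genes called Down had a median of 13 knockout and 21 control RPF reads over both libraries, and those called UP had 5 and 56. These are reads before normalisation, from libraries of 268255 and 140163 reads in knockout and 558962 and 1126782 in control. They show how few reads lay behind the calls and not the direction of change. Of 333 ER-targeted genes, 21 were called Down in the authors' deposited table (6.31% against 6.42% of other genes, Fisher's exact p = 1.0) and 14 UP (4.20% against 5.78%, Fisher's exact p = 0.277). Of 213 mitochondrial genes, 13 were Down in the authors' deposited table (6.10% against 6.42%) and 8 UP (3.76% against 5.76%, Fisher's exact p = 0.292). Histone genes were Down in 10 of 68 (14.7% against 6.34%) in the authors' deposited table, with Fisher's exact p = 0.0108, or 0.379 adjusted over 54 tests.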

Values the study reported

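The study called an mRNA differentially translated when its TE changed by at least 2-fold between knockout and control cells. By gene ontology it placed ER-targeted and membrane mRNAs among those with lower TE and mitochondrial mRNAs among those with higher TE. Proteins with predicted transmembrane or signal sequences were over-represented among mRNAs with lower TE. The study also saw RPFs of these mRNAs gather near the start of the coding sequence. These predictions and positions were not analysed here.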

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

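No alternative setting was chosen after the results were seen, but the adjusted rather than the unadjusted p of the lists was. Input calls (27) numbered 14 with the stricter filter, each of them among the 27, 45 with DESeq2 (23 shared), 69 with replicate number as a block, and 43 to 599 with 1 library left out. RPF calls (39) numbered 84 with the stricter filter, 90 with edgeR (39 shared), 126 with the block, 19 with thinned reads (18 shared), and 34 to 873 with 1 library left out. TE calls (0 with limma) numbered 40 with the stricter filter, 69 with edgeR, 199 with DESeq2, 3 with ratios of number-matched libraries, and 0 to 1345 with 1 library left out. The 2-fold TE count (503) was 1014 with no filter, 66 with the stricter filter, 854 with thinned reads, and 479 to 995 with 1 library left out. The stricter filter tests fewer genes, and leaving out a library leaves 1 group with a lone library that is assumed to vary like the others; for the other settings the cause was not tested. Across number-matched groups the deviations of replicates correlated between -0.036 and 0.091 over genes, so the number carried little shared variation.

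The ER-targeted and mitochondrial lists kept their direction and did not pass in TE under any alternative run. DESeq2, ratios of number-matched libraries and equalised library medians were not run for the lists. Their shifts ranged from 0.02 to 0.15 and from 0.09 to 0.17 and their adjusted p from 0.33 to 0.905 and from 0.0824 to 0.712, while the unadjusted p of the mitochondrial list ranged from 0.0165 to 0.189 and so lay on both sides of 0.05. Of 88 named gene results, 49 passed, and 33 of those passed with the same direction under each alternative that gave a value. No passing result reversed. Results that did not pass reversed 9 times, and not all of these lay near 0. Sec61a1 in input was 0.00914 with thinned reads and ranged from -0.0179 to 0.0158 with 1 library left out (0.00015 without knockout input replicate 1), and Nanog in input from -0.106 to 0.0249. Hspa5 ranged from -0.0954 to 0.423 in RPF (-0.0282 without knockout RPF replicate 1) and from -0.191 to 0.327 in TE (-0.124 without knockout RPF replicate 1), and Nanog in TE from -0.402 to 0.000315. Depth limits RPF and TE, as 59.1% of genes had under 10 reads in knockout RPF replicate 2.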

Other observations

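The tests of shared histone copies, of the listing among tested genes and of the chromosome 4 stretch were chosen only after the result was seen. Summed over the genes of a class, RPF values were higher in knockout by 0.73 on the log2 scale for H3 (10 genes), 0.55 for H2B (15 genes) and 0.33 for H2A (15 genes), and the summed H4 change (12 genes) was -0.06, while the summed input changes of these classes lay between -0.06 and -0.01. Single H4 genes ranged from -3.23 to 1.115 in RPF. RPF values also spread more in genes with short coding sequences. Genes with at least 50 reads in each RPF library were split by coding length into 3 classes, from which histone and ribosomal protein genes were then left out. The SD of the genotype change was 0.53 in the other genes of the shortest class (median 663 bases) and 0.24 in those of the longest (median 3299 bases). The SD over genes of the difference between replicate libraries was 0.36 and 0.17 in control and 0.33 and 0.29 in knockout. That difference is of single libraries and the genotype change is of group means, so the sizes of these SDs cannot be compared directly.

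Many tested genes (503) differed in TE by 2-fold while limma called 0, with 814 at an unadjusted p under 0.05, edgeR 69 and DESeq2 199. Counting noise at these depths gave a mean of 99.72 such genes over 100 draws with no change (77 to 126), so it alone does not account for 503. Counting noise with the fitted spread between replicates gave 225.69 (191 to 262). That spread was fitted by gene abundance only, and the input values were kept as observed. The second count may thus be too low, and spread between replicates stays open. The draws kept to the listing of genes with at least 1 read in each library. Among tested genes they gave a mean difference of higher minus lower genes of -62.17 (-94 to -18) against 11 observed. The tested genes were those whose observed values passed the filter, which was not applied again to the draws. This gap therefore cannot decide on the listing, which stays open. Over all listed genes the difference was 114 against a mean of 69.22 (13 to 113), 1 gene above the highest draw. A genotype effect on TE remains a hypothesis that cannot be told apart from a batch of the libraries or, by these draws, from spread between replicates.

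Histone and ribosomal protein genes held many of the RPF calls, in both directions. The tables argue against counting noise as the whole source, since the SD of their RPF change was 0.650886 over 150 genes against 0.208 to 0.289 in Poisson draws with no change and 0.256 to 0.359 in draws that add the replicate spread fitted for genes of like abundance. Reads that move between listed near-identical copies leave the sum of a histone class as it was. The sums were higher in knockout by 0.730337 for H3 and 0.554059 for H2B. Each knockout library lay above each control library by at least 0.51 and 0.45 on the log2 scale (SD of control replicates 0.32 and 0.08). This argues against such sharing as the whole source in these 2 classes. Sharing stays open for H2A and H4, whose sums changed by 0.332416 and -0.0622137 while single genes moved further, and for copies not used here. Sharing was also expected to spread the input changes. The SD of member changes was 0.16 in input and 0.63 in RPF for H2A, and 0.17 and 1.17 for H4. Over 68 histone genes the ratio of input to RPF SD was 0.245, against 0.244 over all tested genes, so this part of the expectation was not met. Short coding sequences stay open too. This test took 88 of the genes, with at least 50 reads in each RPF library, and left out 62. Their median absolute change of 0.441459 lay within 1000 draws of genes of like coding length (highest 0.484), though only 21 draws were as high. Coding length was therefore left open rather than held to account for the pattern, a reading made after the result was seen. A genotype effect is a hypothesis here, not separated from these.

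The 9 neighbouring genes on chromosome 4 had higher input values in both knockout libraries. Chance clustering gave a highest absolute median of 0.254104 over 9 genes in 100 shuffles against 0.56 observed, which argues against chance as the source. Of the genes tested in input, 0 overlapped a gene of the stretch, which argues against reads shared between overlapping tested genes. Overlap with genes not tested in input was not checked. The ratio of input means had a median of 1.4969 (1.30 to 1.67), which is consistent with 3 copies of the segment in the knockout cells against 2 in the control cells, or, if the column names were exchanged, with a ratio of 0.668 and the extra copy in the control cells. This is a hypothesis: the stretch was bounded by the same values, DNA copy number was not measured, and a property of the clone cannot be told apart from the loss of Dis3l2.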
